A study of Saccharomyces cerevisiae with 18 samples. Its data were reported in "Mapping targets for small nucleolar RNAs in yeast" (2018).

How the data were processed

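RNA-seq libraries were made from poly(A)-selected RNA per the labels, in 6 groups of 3: U3 mutant and U3 wild type, and snr4Δ and BY4741 in glucose and on ice. Groups were taken from the sample titles. The authors reverse-complemented and adapter-trimmed the reads. For U3 they quantified transcripts with kallisto and tested them with sleuth. For snR4 the authors mapped reads with STAR, counted them per gene with htseq-count and tested each condition against its own controls with DESeq2. The study names an Ensembl release and no genome build, and the tables hold no coordinates. Whether reads were counted by strand is not stated, so antisense and overlapping genes are uncertain.

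Each deposited table holds 1 comparison, and no values per library were used. The U3 table gives the authors' coefficient and its error on the natural log scale of the estimated count plus 0.5, together with p-values, q-values and variance components, which are score values without a fixed range. That the scale is the natural log was settled from the deposited variances. The snR4 tables give the authors' log2 fold changes and errors, the test statistic as a score, and the p-value and adjusted p of DESeq2 as deposited by the authors. These fold changes are shrunken towards 0, which reduces the apparent change of genes with few reads. Adjusted p is missing for genes with the lowest mean counts, left out by the authors' filter, and on ice also for 4 genes, snR17a among them, that have no p at all for a reason the table does not state. Genes without an adjusted p stayed out of the counts of calls. A further 13 transcripts of the U3 table have a coefficient and no q.

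U3 coefficients were divided by the natural logarithm of the base of log2 values. A gene was called when its deposited adjusted p or q was under 0.05. The snR4 effects in glucose and on ice were compared with a z-test on the difference of the log2 fold changes over the root of their summed squared errors, with Benjamini-Hochberg adjustment over 9308 genes. Membership in the CLASH target list published with the study, of contacts recovered repeatedly and with strong predicted pairing, was tested against being called with Fisher's exact test, two-sided, over genes with an adjusted p. List medians were placed among 10000 random lists of the same size matched on decile of mean expression. These percentiles describe the libraries and are not tests on replicates.

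The genes named were fixed by rule: the targeted genes, the genes followed by qPCR in the study, the 3 largest rises and falls per table among called genes at or above the median of expression, the same number by adjusted p for the difference between conditions, called CLASH targets of snR4, the 3 U3 targets with the lowest q each way, the neighbours of the targeted genes, 4 marker genes, and the genes called in 1 direction in all 3 tables with the lowest adjusted p. Other genes named in the closing section were chosen after their values were seen. These rules, the tests, the families and the target list were chosen before the data were examined.

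Deletion primers were matched to the R64 genome, whose annotation gave neighbouring genes. Coordinates refer to R64 only and were not combined with the authors' tables. The alternatives tried were adjustment over all genes with a p, filters on low expression, thresholds of 0.01 and 0.1, a minimum log2 fold change of 1, centring on the median, each gene's own variance in the U3 table, another background or shorter target list, matched random lists, a chi-square test, and unmatched lists. Undoing the shrinkage and taking mRNAs alone as background were chosen after seeing the data.

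The calculations were tested on simulated data with known answers. The real errors of 9380, 6131 and 6140 genes were used, and 200 genes were changed by 1 on the log2 scale. The changed genes were drawn only from those with an error at or below the median. Of them 82.0%, 100% and 100% were recovered, with 5.20%, 3.85% and 3.38% false calls. The test of the difference recovered 100% of 200 genes drawn in the same way among 9308. Recovery of genes with larger errors was not tested. Of 100 random lists without a change, 8% fell outside the central 95%, somewhat over the share that this range implies. Depth per library is unknown. The summed mean counts of the snR4 tables are averages of normalised counts over the 6 libraries of a comparison. For U3 the mean of the logarithms was turned back into counts, so its levels are geometric means and their sum is not an average of library totals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.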

Results

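Transcript abundance was measured by RNA-seq in 18 libraries of budding yeast, which fall into 6 groups of 3. All strains derive from BY4741, a standard laboratory strain. The first experiment compared cells that carried a truncated U3 snoRNA on a plasmid with cells that carried the wild type U3 on the same plasmid. U3 is the snoRNA that base-pairs with the pre-rRNA during assembly of the small ribosomal subunit. In both groups the SNR17B copy of the U3 gene was deleted and the SNR17A copy was repressed in glucose. The second experiment compared a strain lacking SNR4 (snr4Δ) with its parent, during growth in glucose medium and after a brief transfer to ice-cold buffer. The sample labels and the study's methods both give this second condition, while a figure legend of the study describes a change of carbon source, and the labels are followed here. Each condition of that experiment had controls of its own, so the 3 comparisons share no library. The tables hold fold changes, errors and p-values per gene but no value per library, so no mean and SD over replicates can be given. Depth is shown only through the mean level of each gene over the 6 libraries of a comparison. The mean normalised counts summed to 14613981 in glucose and 13472351 on ice. The U3 table gives means of logarithms, so U3 levels in this report are geometric means of the estimated counts. Their sum, 18664126, is not a library total and is not comparable with the other sums. The gene at the median of mean expression had 922 normalised counts in glucose, 855 on ice and 252 estimated counts in the U3 experiment.

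The targeted genes were examined first. The homology arms of the SNR4 deletion primers each matched the R64 reference genome once, over 50 bases. The interval between them runs from position 424698 to 424890 on chromosome V and holds the whole 186-base SNR4 gene and no other annotated gene. In the authors' deposited table for glucose, snR4 had a log2 fold change of -2.91 (standard error 0.15, DESeq2 adjusted p = 9.66e-77). The authors' deposited table for ice gave -2.49 (standard error 0.13, DESeq2 adjusted p = 7.29e-76). These fold changes had been shrunken towards 0 by the authors' software, and snR4 had a mean of only 110 normalised counts in glucose and 149 on ice, so they are no measure of what remained in the deletion strain. The flanking protein-coding genes RPS26B and PMD1, 386 and 304 bases away, were not past the threshold in either condition (adjusted p from 0.18 to 0.72 in the authors' deposited tables, DESeq2).

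For U3, the primers enclose 700 bases on chromosome XVI of R64, from 281018 to 281717, including all 462 bases of SNR17B. The U3 coefficients were converted from the natural logarithm to log2. The row for SNR17A had a log2 fold change of 1.24 in the authors' deposited table (standard error 0.86, sleuth q = 0.277). The chromosomal copy and the wild type plasmid copy share this sequence. The mutant plasmid copy has parts deleted or replaced and shares only the rest, so its reads can be counted differently. SNR17B also had a row, with a mean of 134 estimated counts against 9874 for SNR17A and a q of 0.515 in the authors' deposited table. The deleted gene and SNR17A are close paralogs and share reads, so both rows are uncertain. Neither U3 row fixes the sign of the comparison. The table does not state its reference level, and positive values are read here as higher in the U3 mutant, after the order of groups in its title and the study's own reading. Of the genes next to SNR17A and SNR17B, RPL33B and POC4 were lower (log2 fold change -0.77 and -0.83, sleuth q = 0.000573 and 0.00154 in the authors' deposited table), and DFR1 and RPL33A were not past the threshold (q = 0.591 and 0.887). RPL33A and RPL33B are paralogs, so their reads can be split between them. Both U3 groups carry the same edits at these loci and differ in the plasmid. Unlike the neighbours of SNR4, these genes therefore do not test an effect of the edits.

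The comparison of mutant and wild type U3 asked which transcripts change when U3 cannot act in ribosome synthesis. The study found the mutant strain inviable after transfer to glucose, with maturation of rRNA inhibited. The changes below, those of gene families included, therefore do not separate an effect of U3 on single transcripts from a general effect of lost viability. Of 9380 transcripts with a q in the authors' deposited table, 3253 (34.7%) had a q under 0.05. Of these 1610 were higher and 1643 lower in the U3 mutant, and 2635 were protein-coding. A further requirement of a log2 fold change of at least 1 left 1868, the alternative that lowered the count most. Among called transcripts at or above the median of expression, the 3 highest rises were RGI1 (YER067W, log2 fold change 4.80, standard error 0.53), HXT7 (YDR342C, 4.55, standard error 0.26) and the unnamed transcript 572676 (4.49, standard error 0.38) in the authors' deposited table. The 3 deepest falls there were CHA1 (YCL064C, -3.21, standard error 0.19), NCA3 (YJL116C, -3.17, standard error 0.19) and YBR056W-A (-2.98, standard error 0.97), again from the authors' deposited table. HXT7 has a near-identical paralog, and its reads can be split.

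Loss of snR4 in glucose was examined next. Of 6131 genes with an adjusted p in the authors' deposited table, 1109 (18.1%) were past 0.05, 661 higher and 448 lower in snr4Δ. Changes were small. The median absolute log2 fold change of the called genes was 0.30, and 15 reached 1. The 3 largest rises among genes at or above the median of expression were RCK1 (YGL158W, log2 fold change 1.5, standard error 0.09), ALD4 (YOR374W, 1.10, standard error 0.08) and ALD6 (YPL061W, 1.03, standard error 0.13) in the authors' deposited table. The 3 largest falls there were BTN2 (YGR142W, -1.99, standard error 0.07), HSP30 (YCR021C, -1.79, standard error 0.14) and YPL014W (-1.14, standard error 0.14), also from the authors' deposited table.

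On ice, 398 of 6140 genes (6.48%) in the authors' deposited table were past the threshold, 225 higher and 173 lower in snr4Δ, and 10 had a log2 fold change of at least 1 either way, all of them lower. Among genes at or above the median of expression, the 3 largest rises were YGR079W (0.92, standard error 0.09), YKR075C (0.78, standard error 0.10) and MIG2 (YGL209W, 0.68, standard error 0.08) in the authors' deposited table. The 3 largest falls there were HSP30 (-2.90, standard error 0.11), TDA6 (YPR157W, -1.65, standard error 0.09) and YRO2 (YBR054W, -1.46, standard error 0.09), all log2 fold changes in the authors' deposited table.

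Among the genes that were followed by qPCR in the study, ALD6 was higher in snr4Δ in both conditions (fold change 2.04 in glucose and 1.40 on ice, DESeq2 adjusted p = 1.99e-12 and 9.99e-08 in the authors' deposited tables). RCK1 was 2.83-fold higher in glucose (DESeq2 adjusted p = 1.18e-53) and not past the threshold on ice (fold change 1.13, adjusted p = 0.517, mean of 91.8 normalised counts) in the authors' deposited tables. RPS20 had a fold change of 0.874 in glucose and 0.878 on ice, with DESeq2 adjusted p of 0.00672 and 0.0761 in the authors' deposited tables, so only the first was called although the sizes were alike. TMA7 was lower in glucose (fold change 0.860, DESeq2 adjusted p = 0.00649) and not past the threshold on ice (0.925, adjusted p = 0.535) in the authors' deposited tables. The reference gene TAF10 was not past the threshold in either condition (DESeq2 adjusted p = 0.796 and 0.660 in the authors' deposited tables). In the U3 experiment, however, TAF10 was higher in the mutant, with a log2 fold change of 1.30 (standard error 0.22) in the authors' deposited table.

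The glucose and ice tables called 232 genes in common, of which 225 changed in the same direction. Across 9308 genes with a p in both, Spearman's rho of the log2 fold changes was 0.43. Genes are not independent replicates, so no p is given. The coefficient rose to 0.60 when only genes at or above the median of expression in both tables were kept. A call in one condition alone does not show a difference between conditions, so the difference was itself tested gene by gene with a two-sided z-test. It was past an adjusted p of 0.05 for 101 genes, 32 with the higher fold change on ice and 69 with the lower. Of 877 genes called in glucose and not on ice, 68 passed this test. The 3 genes with the lowest adjusted p in each direction were BTN2, SSA4 and YGR079W, with differences of 1.66, 0.79 and 0.89 on the log2 scale, and TPO4, RCK1 and GPT2, with differences of -1.07, -1.33 and -0.81. When the shrinkage of the fold changes was undone, an alternative chosen after the data had been seen, 67 of the 101 genes were still past the threshold.

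**Figure D1:**
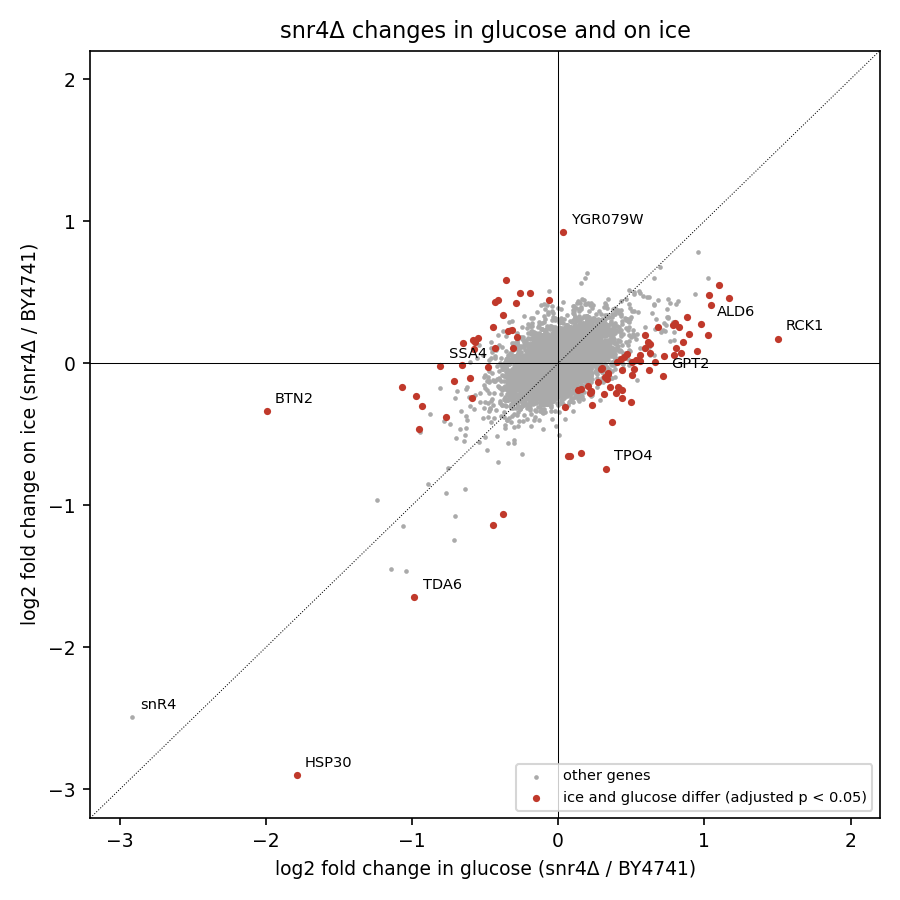
Log2 fold change of snr4Δ against BY4741 in glucose (x axis) and on ice (y axis), with 1 point per gene for 9308 genes. Red points are the 101 genes whose fold changes differ between the conditions, the dotted line marks equal change, and snR4, HSP30 and TDA6 are low in both.

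The study mapped RNA-RNA contacts of snoRNAs by CLASH, in which bound RNAs are crosslinked to a bait protein, ligated and sequenced as hybrids. The next question was whether mRNAs recovered in such hybrids were more frequent among the changed genes. The target list published with the study was used. Of 69 U3 targets, 29 (42.03%) were called in the U3 experiment, against 34.63% of the other 9311 transcripts tested (odds ratio 1.37, two-sided Fisher's exact test p = 0.206). A chi-square test without continuity correction gave p = 0.198 for U3 targets. The study, by contrast, reported U3 targets as significantly over-represented by a chi-square test. It does not state the background of that test, so the source of the difference cannot be told. Adjusted over the list alone, 31 of the 69 U3 targets were past the threshold. Of the called targets 13 were higher and 16 lower. The lowest q values were those of YKL103C (APE1), ALD6 and RAS2 among the rises (log2 fold change 2.81, 2.26 and 1.44) and UTP22, YTM1 and SDS23 among the falls (-1.35, -1.32 and -1.10) in the authors' deposited table. Targets of any snoRNA were called more often (183 of 378, 48.4% against 34.1%, odds ratio 1.81, Fisher's exact test p = 2.11e-08), and 191 were past the threshold adjusted over the list alone. Only mRNAs can enter the list, however, and 94.4% of these targets lay at or above the median of mean expression. Among transcripts at or above that median the odds ratio was 1.05 (Fisher's exact test p = 0.699).

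For snR4, 5 of 12 targets with an adjusted p were called in glucose (odds ratio 3.24, two-sided Fisher's exact test p = 0.0497) and 3 of 12 on ice (odds ratio 4.84, Fisher's exact test p = 0.0383). Adjusted over the list alone, the numbers were again 5 and 3. The study's text describes its qPCR genes as 3 snR4 targets and RCK1, and the 3 would be ALD6, RPS20 and TMA7. It also calls RPS20 a negative control. All 3 were called in glucose, but none is among the 5 called snR4 targets of the list used here. They are therefore not counted, and that list pairs ALD6 with U3. With Benjamini-Hochberg adjustment over the 4 tests on CLASH targets, both snR4 tests came to an adjusted p of 0.0662 by Fisher's exact test. Restricted to genes at or above the median of expression, the odds ratios were 2.59 and 3.78 (Fisher's exact test p = 0.151 and 0.0708). PDC1 was higher in both conditions (log2 fold change 0.32 and 0.31 in the authors' deposited tables). STP3 was lower in both, with -0.21 and -0.28 in the authors' deposited tables, and so was SES1, with -0.15 and -0.18 in the authors' deposited tables. CCW12 and IGD1 were called in glucose alone, with rises of 0.27 and 0.36 in the authors' deposited table, and for neither was the difference between conditions past the threshold. The median of the 12 targets was at percentile 15.03 of 10000 random lists matched on mean expression in glucose and at percentile 1.67 on ice. The second of these was inside the central 95% against unmatched lists (2.76) and among genes at or above the median of expression (8.41).

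**Figure D2:**
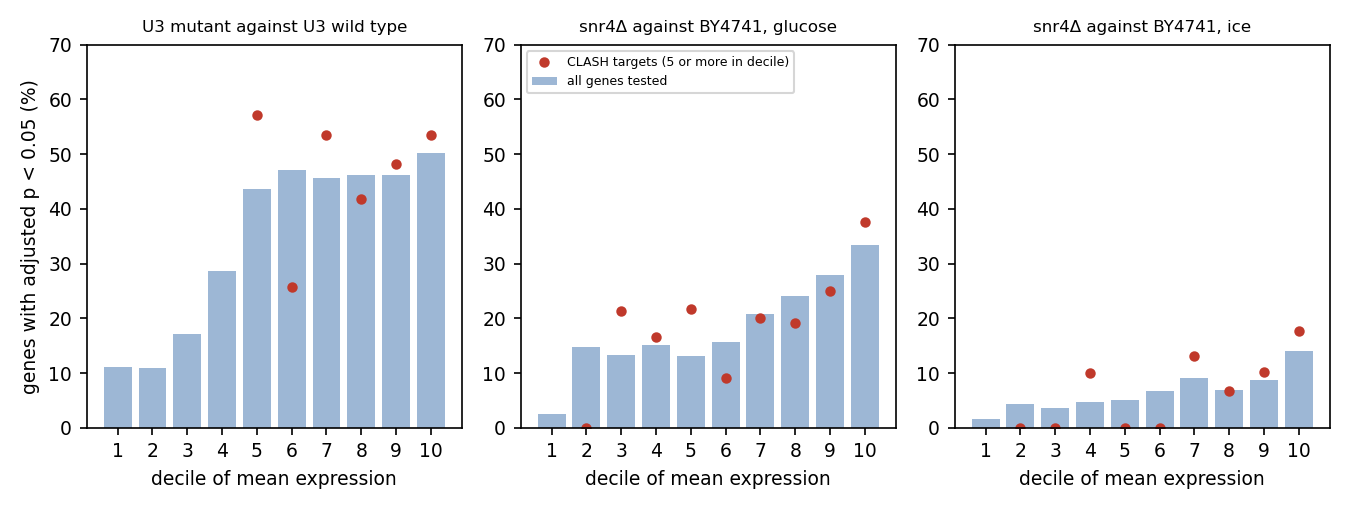
Percent of genes with an adjusted p under 0.05 (y axis) by decile of mean expression (x axis, 10 is the highest) in each comparison. Bars are all genes tested and red points are CLASH targets of any snoRNA, which in the highest decile were called at 53.5%, 37.7% and 17.8% against 50.2%, 33.4% and 14.01% of all genes.

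Families of genes were compared with random lists of the same size and matched expression. Of the 37 list medians (11 families in each comparison and the 4 target lists), 18 fell outside the central 95% of the random lists. In the U3 mutant the median log2 fold change of 18 UTP genes, which encode parts of the small subunit processome, was -1.09, and 15 of them were called lower and 0 higher. The 35 NOP and RRP genes had a median of -0.64. Medians above the random lists were seen for HSP and SSA chaperone genes (0.83), nuclear genes of the respiratory chain (0.42), snoRNA genes (0.27) and mitochondrial ribosomal protein genes (0.26). The 129 cytosolic ribosomal protein genes had a median of -0.08 where matched lists had 0.45, but against unmatched lists this median was at percentile 45.5. The HXT, PAU, GAL and MET families of the U3 comparison were inside the central 95%, but the HXT genes at or above the median of expression were at percentile 99.18 and the PAU genes at 2.025 against unmatched lists.

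In snr4Δ the cytosolic ribosomal protein genes had a median of -0.08 in both conditions, below all random lists, with 27 called lower and 3 higher in glucose and 10 lower and 0 higher on ice. The UTP genes were above the random lists on ice (median 0.15) and inside their range in glucose. HXT genes had medians of 0.10 in glucose and 0.06 on ice, both above the random lists. Chaperone genes had a median of -0.19 in glucose, below the random lists, and were inside their range on ice. The MET genes (-0.14) and the PAU genes (0.02) were outside the range in glucose only, the PAU genes not so against unmatched lists. snoRNA genes had a median of -0.13 in glucose and of 0.15 on ice, each outside the range. The mitochondrial ribosomal protein, NOP and RRP, respiratory chain and GAL families were inside the range in both conditions.

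**Figure D3:**
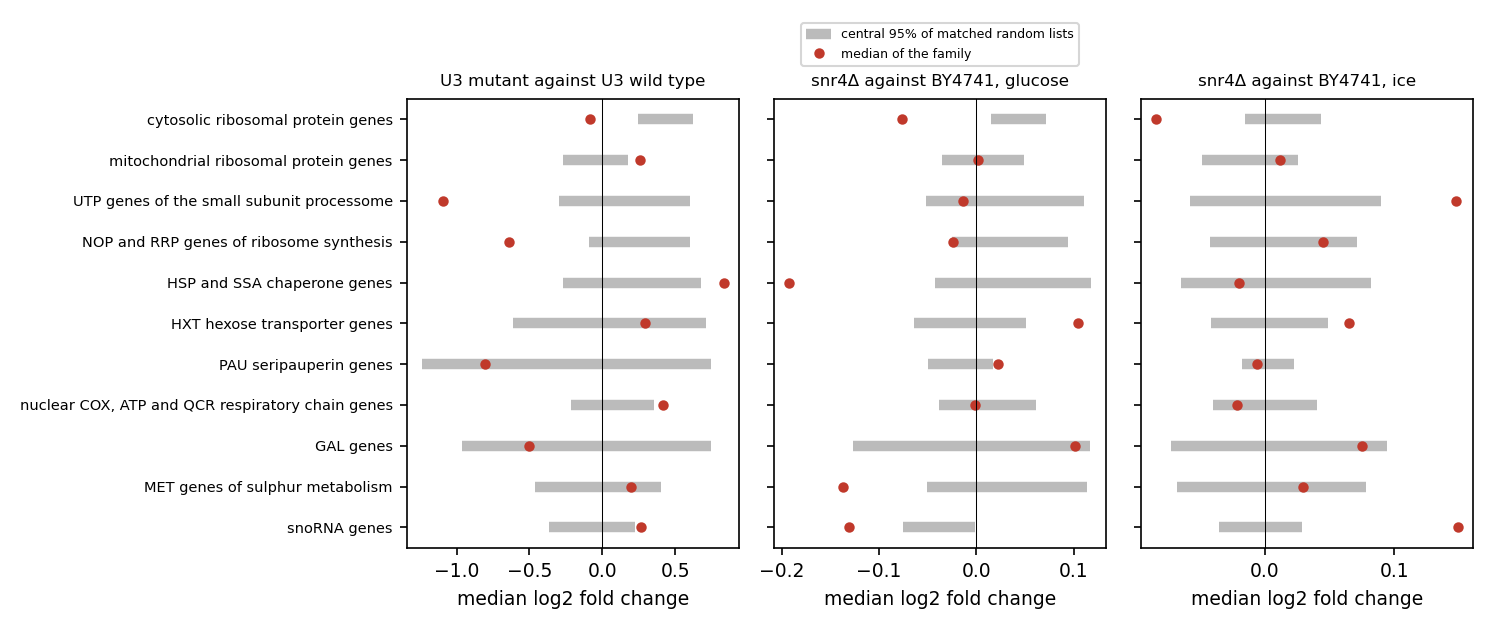
Median log2 fold change (x axis) of 11 gene families (y axis) in the 3 comparisons, each panel with its own scale. Red points are the family medians (UTP genes at -1.09 in the U3 mutant and 0.15 on ice) and grey bars the central 95% of 10000 random lists matched on mean expression.

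The marker genes of the strains were examined as a check of their genotype. LEU2 and URA3 are deleted in BY4741, and in the snR4 experiment they had means of 0.703 and 3.57 normalised counts in glucose and 1.86 and 3.14 on ice in the authors' deposited tables, with no adjusted p. HIS3, given by the study as his3Δ1 in BY4741, had means of 1162 normalised counts in glucose and 938 on ice in the authors' deposited tables. Its reads were thus not near 0, unlike those of LEU2 and URA3. In the U3 experiment LEU2 had a mean of 423 and URA3 of 785 estimated counts. LEU2 was higher in the U3 mutant (log2 fold change 0.68, sleuth q = 0.00134 in the authors' deposited table), while URA3 and the plasmid marker HIS3 were not past the threshold (q = 0.991 and 0.142). MET17 was listed without an estimate in the U3 table.

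Of the genes called in all 3 comparisons, 32 changed in one direction throughout, 19 higher and 13 lower, and 100 did not. The rises with the lowest adjusted p were ALD6, ALD4 and AGP2. Of these AGP2 (YBR132C) had log2 fold changes of 1.81, 0.61 and 0.46 in the U3 mutant, in glucose and on ice in the authors' deposited tables. The falls were INM1 (YHR046C), YOR385W and ARN2 (YHL047C), with -0.83, -2.18 and -0.83 in the U3 mutant, -0.63, -0.78 and -0.46 in glucose and -0.51, -0.41 and -0.42 on ice in the authors' deposited tables.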

Values the study reported

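For snr4Δ cells in standard conditions, the study gave RNA-seq fold changes of 2.0 for ALD6, 2.8 for RCK1, 0.874 for RPS20 and 0.860 for TMA7. Its qPCR fold changes for these genes were 1.54, 2.4, 0.83 and 0.96. For ALD6 and RCK1 the qPCR p values stated by the study were 0.019 and 0.002, and for RPS20 and TMA7 they were 0.091 and 0.75. Its list of repeatedly recovered snoRNA-mRNA contacts held 448 pairs of 39 snoRNAs and 382 mRNAs.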

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

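The test of the difference between conditions was chosen before the data were examined. Of the further tests below, the one on shrinkage was fixed before its result was seen, and the others were chosen afterwards. The difference between snR4 effects on ice and in glucose was tested directly and was past the threshold for 101 genes. Among the genes named in the report or by its rules these were BTN2 (difference 1.66 on the log2 scale), YGR079W (0.89) and SSA4 (0.79), with the higher fold change on ice, and RCK1 (-1.33), HSP30 (-1.11), TPO4 (-1.07), GPT2 (-0.81), TDA6 (-0.66), HXT7 (-0.58), ALD6 (-0.55) and ALD4 (-0.55), with the lower. HSP30 and TDA6 fell in both conditions and further on ice. TPO4 is 1 of 7 genes called in opposite directions, at 0.33 in glucose and -0.74 on ice in the authors' deposited tables. Of the 32 genes with the higher fold change on ice, 27 were called lower in glucose, and of the 69 with the lower, 58 were called higher in glucose. The glucose table has more calls in all, so this does not show in which condition the differences arose.

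A technical source could be the shrinkage, which differed between the tables. With the shrinkage undone, 67 of the 101 genes were still past the threshold, which argues against it as the whole cause. Another could be loss of reads on ice. Only 8 of the 101 genes had a mean normalised count under 100 on ice, and RCK1, at 91.8, is among these. Its fold change on ice rests on few reads, against 2095 normalised counts in glucose. HXT7 shares reads with a paralog. A further source could be different amounts of RNA without a poly(A) tail, as described below for snoRNA genes. The 101 genes include snR83, snR42, snR34, snR30 and snR191, each with a negative fold change in glucose and a positive one on ice. This source was not tested for the 101 genes as a set. Batch and handling of the ice and glucose cultures remain open, since the tables hold no value per library. Mean levels over both strains also differed between the conditions for several of these genes. ALD4 had 18748 normalised counts in glucose and 3001 on ice, and HXT7 had 4714 and 573. YGR079W went the other way, with 286 and 1356. Such levels do not tell the ice treatment from another difference in the state of the cultures. A biological difference between the conditions, which the design names, is also open and was not tested apart from these sources.

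In the U3 table, 13 transcripts had a coefficient and no q, and so entered no comparison. Using each transcript's own variance, 3 of them had a 95% interval wholly above 0, that is, above the level in the wild type controls: RPS31 (log2 fold change 1.68, 1.10 to 2.25), RPL41B (1.61, 1.15 to 2.06) and RPS23B (1.22, 0.65 to 1.78), computed from the authors' deposited table. For 1 transcript, YLR296W, the interval lay wholly below 0 (-3.26, -4.17 to -2.34, computed from the authors' deposited table), at a mean of 1.05 estimated counts. These intervals rest on 3 libraries per group and are not adjusted for the number of transcripts. The absence of a q may follow from the smoothing of the variance against the level. None (0) of the 13 lay inside the range of levels of the transcripts with a q. Of these, 11 lay above it and 2 below, so the filter removed the most abundant transcripts, among them rRNAs and RPS31, and together 27.8% of the summed geometric mean levels. RPL41B and RPS23B have near-identical paralogs, and a shift of reads between copies was not tested, nor was a biological cause.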

How the results depend on the processing

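No paired analysis was possible because the deposited tables hold no values per library, although the labels give the groups the same replicate numbers. For this reason a replicate block, leaving out each replicate in turn, another normalisation (edgeR's TMM against the size factors of DESeq2) and other splits of the samples were not run, and no result here has been tested against the loss of 1 library.

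The counts of called genes stayed within 1.5 times their value under adjustment over all genes with a p, both filters on expression, centring, a threshold of 0.1 and, for U3, each transcript's own variance, which gave 4138. That last setting used a normal reference for variances from 3 libraries per group. Such a reference calls too many transcripts, so 4138 is no check of the U3 count. A threshold of 0.01 left 669 genes in glucose and 192 on ice, and 2443 for U3. A minimum log2 fold change of 1 left 1868, 15 and 10. These falls follow from the stricter rule. On ice all 10 were lower, so the split of directions changed as well, from 56.5% to 0% higher. In glucose it changed from 59.6% to 46.7%. Centring moved no split by over 10 percentage points.

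The number of genes that differ between ice and glucose was 43 at 0.01 and 4 with a minimum difference of 1. It was 149 at 0.1, 82 among genes at or above the median of expression, 108 after centring, and 70 with the shrinkage undone. The correlation between the conditions was 0.60 for genes at or above the median, 0.53 as Pearson's r, and 0.62 for genes called in either. The cause of these rises was not tested.

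The tests on CLASH targets changed with the background, the list and the rule for a call. Values against matched lists are called targets divided by the mean number called in the random lists. They are not odds ratios, and their size is not comparable with the other values. For U3 targets the odds ratio of 1.37 turned to 0.83 among genes at or above the median of expression, 0.95 against mRNAs alone (chosen after seeing the data) and 0.93 with a minimum log2 fold change of 1, and matched random lists gave a ratio of 0.88. None of these was past the threshold. For targets of any snoRNA the values were 1.05 at or above the median and 1.02 against matched lists, both no longer past it, while mRNAs alone as background gave 1.24 (Fisher's exact test p = 0.0418). For snR4 targets in glucose they were 2.59 at or above the median, 1.42 against matched lists, 3.4 with the shorter list, 3.01 against mRNAs alone and 0 with a minimum fold change, since no target reached it. On ice they were 6.25 at 0.01, 3.78 at or above the median, 2.22 against matched lists and 0 with a minimum fold change, while the shorter list gave 10.9 and mRNAs alone 4.47 (Fisher's exact test p = 0.00777 and 0.0462). Over all alternatives the unadjusted p of Fisher's exact test ranged from 0.0340 to 1 in glucose and from 0.00777, with the shorter list, to 1 on ice.

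The number of lists outside the central 95% was 18 of 37, 19 of 37 against unmatched lists and 18 of 37 after centring. Among genes at or above the median of expression it was 16 of 31, since the PAU and GAL families were then too small to test. Against unmatched lists the percentile of U3 targets turned to 82.3 and that of all targets to 99.99, and those of the mitochondrial ribosomal protein and respiratory chain genes in glucose to 74.5 and 64.4. Unmatched lists also placed GAL genes in glucose (98.13) and NOP and RRP genes on ice (99.13) outside the central 95%. Among genes at or above the median of expression the snoRNA genes in glucose were inside it (5.27). After centring, the log2 fold changes of YKR075C and URA3 in the U3 mutant turned to 0.0512 and 0.0673, and the differences of RPS20 and POC4 between conditions to -0.00392 and -0.00129. With the shrinkage undone those of RPS20 and PDC1 turned to -0.00225 and 0.0159. These lay near 0 and none was past a threshold. Of 1015 fold changes of named genes under an alternative, 952 kept their call and direction, 58 lost the call, 3 gained it and 2 changed sign. Of 272 differences between conditions, 257 kept both, 11 lost the call and 4 changed sign.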

Other observations

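The tests on held-out gene lists and on other RNAs without a poly(A) tail were fixed before their values were seen, and the others were chosen after the result was seen.

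CLASH targets may be frequent among changed genes because abundant mRNAs are both called and recovered in hybrids more often. In all 3 tables the share of called genes was larger in the highest decile of expression than in the lowest, at 50.2% against 11.2% for U3. Random mRNA lists matched on expression held as many called genes as the targets of any snoRNA in 40.4% of draws. For snR4 targets this was 26.97% in glucose and 13.2% on ice. An effect of snoRNA binding is not excluded by this, since 12 snR4 targets leave little power.

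The scale of the U3 coefficients was checked against their bootstrap variance. For counting noise, the product of variance and level is near 1. With the level taken as a natural log the median product lay between 1.14 and 1.46 in every bin of level, while as log2 it fell from 0.365 to 0.0354. A natural logarithm fits these values. Read as log2, each U3 fold change would be understated.

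Genes with a role in the response to weak acids may be less active in snr4Δ. HSP30, YRO2 and TDA6, all low, prompted a list of 9 other such genes, written from general knowledge. Their median log2 fold change was -0.36 in glucose and -0.38 on ice, at percentile 0 of matched random lists in both, with 7 called lower in each condition (and 1 called higher in glucose). Of these 9 genes, INM1 is also named in the report. Lower activity of the weak-acid response is a candidate explanation. A difference in the medium or density of the cultures could produce the same and stays open, since the tables hold no values per library.

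Chaperone genes pointed the same way in glucose. A list of 10 co-chaperone genes of the heat shock response had a median of -0.14, at percentile 0.0400, with 3 called lower. On ice the median was -0.03, at percentile 17.9, with 1 called lower and 7 of 10 below 0. This median lay inside the range of the random lists, so the prediction fixed beforehand failed on ice. Of the HSP and SSA genes 5 were called lower on ice and 0 higher. Lower activity of this response there was left open only after these values were seen, because none of them excludes it. Of the 10 genes, 3 are CLASH targets. A small difference in temperature or handling between the glucose cultures stays open and was not tested.

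snoRNA genes were lower in snr4Δ in glucose (68 of 74 below 0) and higher on ice (66 of 71 above 0). The libraries may have carried different amounts of RNA without a poly(A) tail. If so, other such RNAs should move alike, and 8 of them (the snRNAs, RPR1, SCR1 and NME1) had a median of -0.16 in glucose and 0.17 on ice, with 8 of 8 below 0 and 7 of 8 above. That is consistent with a difference in the selection of RNA between libraries, and changes of single snoRNAs in these tables are weak evidence for regulation by snR4.

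The labels and the study's methods give poly(A) selection, while the study's results describe removal of rRNA for U3. If the U3 libraries kept RNA without a tail, the snoRNA share could be over 5 times that of the snR4 tables. It was 0.346% of the mRNA level in the U3 table, 0.0691% in glucose and 0.104% on ice. The U3 share was 3.33 times that on ice, under this limit, and 5.003 times that in glucose, over it. The tables were also made with different tools, and the U3 levels are geometric means, so the forms of selection cannot be told apart here.

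LEU2 and URA3 were well above the floor in the U3 libraries, LEU2 with a geometric mean of 423 estimated counts, and near 0 in the snR4 tables. The U3 strains may carry other marker genes than BY4741. Whether the reads come from a chromosome, a plasmid or a cassette cannot be told apart, because the tables hold no position of reads.

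Genes called in both experiments mostly changed in opposite directions, 170 of 219 for U3 and ice and 324 of 516 for U3 and glucose. Across genes, Spearman's rho was -0.19 and -0.10. The U3 coefficients might be written as control minus mutant, which would turn this round. SNR17A had a log2 fold change of 1.44 times its standard error, too little to fix the sign. Its row also sets a truncated U3 against the whole U3. The readings therefore cannot be told apart from the tables.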
